A study of Homo sapiens with 9 samples. Its data were reported in "TNF is a potential therapeutic target to suppress prostatic inflammation and hyperplasia in autoimmune disease" (2022).

How the data were processed

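Tissues of 5 patients with benign prostatic hyperplasia were digested into single cells, and all cells were loaded without sorting on the 10x Chromium system, with 3.0 reagents for library 1 and 3.1 reagents for libraries 2 to 5, per the labels. The authors ran Cell Ranger on each library, which aligned the reads to the human genome GRCh38, called cells and counted UMIs per gene and cell. The deposited values are raw UMI counts for 33694 genes in 5 libraries, with no normalization and no filter on cells after cell calling stated. Per the file headers, Cell Ranger 6.0.2 made the matrices of libraries 1 to 4 and 3.0.0 that of library 5, and the matrices of libraries 1 to 4 also held counts of 18 antibody tags per cell. The study's methods name version 3.0.0 alone, so that the matrices of libraries 1 to 4 do not match the version described there. The study's run metrics nevertheless list the same cell numbers and median genes per cell as these matrices, for all 5 libraries. The values were whole numbers whose totals differed between libraries. The tag counts were read from these matrices, and separate antibody tag samples were not used here. Library 1 alone had its reagent version and library 5 alone its Cell Ranger version, no tags and a lower depth per cell, so the effects of these differences and of the tissue cannot be told apart. All libraries belonged to 1 group.

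Barcodes were kept with 1000 to 10000 genes and at most 22% mitochondrial UMIs, following the study's methods, which kept 42749 of 67902 barcodes. The study's own plot of these libraries shows 67902 cells, the number of all deposited barcodes, so that this filter does not match the cells shown there. Per library, 8477, 6349, 8270, 6890 and 12763 barcodes passed. Doublets were scored per library by the share of simulated doublets among each cell's nearest neighbours. The highest-scoring cells were removed at a rate of 0.8% per 1000 deposited barcodes, which marked from 8.07% of the scored barcodes in library 2 to 18.0% in library 5. Of simulated doublets, 53.8% to 80.1% scored at or above these thresholds, so that some doublets remained.

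The remaining cells of all libraries were clustered together with Python 3.11.15, scanpy 1.11.5 and igraph 0.11.9. Counts were scaled per cell and log-transformed, 2000 variable genes and 30 principal components were taken, and Louvain clustering was run on a shared-nearest-neighbour graph (K 30) at a resolution of 0.2. The TNF signalling list, PTPRC and CD68 were kept out of the genes behind the clusters. The study's regression of depth and cell cycle was not used here, and no integration of libraries was applied. Clusters with markers of several classes were sub-clustered once. Marker lists were fixed before the data were examined, but the rule that turns them into names was set after the clusters were seen. A first, stricter rule left smooth muscle sub-clusters with all their markers unnamed, and it was replaced before any of the study genes was tested. Under the rule used, a cluster was named when at least 3 markers of a class, and no fewer than those not shown, were at least 2 times higher than in other cells and present in at least 10% of its cells. In addition, no other class had more markers among its top 10 genes, and a cluster of low depth needed a marker there. Unnamed cells made up 0.0396%, 0.687%, 1.19%, 0.0316% and 47.2% of libraries 1 to 5. They were part of all other cells, but of neither side of the immune against non-immune comparison.

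Raw counts were summed per library and class, with at least 20 cells per sum, since cells are not replicates. The sums were compared with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr) in R 4.3.3, with the library as a block because both sums came from the same tissue. The deviations of paired sums from their group means correlated with r between 0.198 and 0.391. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and tests were two-sided. Data were simulated with the mean of both sides in each library as the common base and 200 genes changed. On them, edgeR recovered 81.0% of the changed genes for immune against non-immune cells (16801 genes). It recovered 76.5% for macrophage-like against all other cells (17250 genes) and 78.5% for fibroblast-like against epithelial-like cells (15402 genes). False calls made up 6.90%, 4.97% and 8.19% of calls. With DESeq2 1.42.0, used as an alternative, they made up 20.0%, 18.7% and 14.5%. Far more genes differed in the real data, with 5753 higher and 5974 lower in immune-like cells. The simulated rates therefore do not measure the error of the real comparisons. Plasma cell-like cells reached 20 cells in only 1 library and were not tested, and NK and B cell-like cells were tested in 4 libraries, without library 1. No cluster was named as neutrophil or Schwann cell.

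Shares of cells with a UMI were computed after drawing 2000 UMIs from each cell, and shallower cells were left out. Shares of cells in single libraries have exact (Clopper-Pearson) 95% binomial intervals, also where a class had 0 cells. Where no cell of a class held a UMI of a gene, the limit of 3 counts is given instead. Both cover counting error only. Tags were compared by a two-sided exact sign-flip permutation test over libraries. Gene positions came from GENCODE 44 on GRCh38, matched by gene identifier.

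The genes named in the text were PTPRC, CD68, TNF, TNFRSF1A and TNFRSF1B and, from the TNF signalling list, at most 5 higher and 5 lower genes with the largest change among those past the threshold and changed the same way in every library. This rule, the tests and the alternatives were fixed before the data were examined. The alternatives were a filter of 200 to 10000 genes, no filter on cells, doublets kept, a resolution of 0.5, size factors of the DESeq2 type in edgeR, DESeq2, no filter on low counts, no library block, sums from thinned cells, and leaving out each library in turn. Shares were also computed after thinning to 1000 UMIs and without thinning, and tags on a centred log-ratio scale. Counting the unnamed cells as non-immune was chosen after the data were seen.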

Results

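Single-cell RNA sequencing was carried out on all unsorted cells of 5 human benign prostatic hyperplasia (BPH) tissues, with 1 droplet library per tissue. All 5 libraries belonged to 1 group, so every comparison set classes of cells against each other within the same libraries. The deposited matrices held 67902 cell barcodes, with 13132, 10090, 11687, 10507 and 22486 barcodes in libraries 1 to 5. Total gene counts of unique molecular identifiers (UMIs, which mark single RNA molecules) ranged from 101317806 in library 2 to 170080247 in library 1. The median UMI count per barcode was 8635.5 in library 1, 5816 in library 2, 8442 in library 3, 8502 in library 4 and 2405 in library 5. Libraries 1 to 4 also held counts of 18 antibody tags, which are DNA barcodes on antibodies that report surface proteins of the same cells. The libraries were not copies of one another: their profiles correlated across genes with Pearson's r between 0.967 and 0.991, and the chi-square per degree of freedom between any 2 libraries was at least 266. Genes are not independent replicates in that correlation.

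A total of 42749 barcodes (63.0%) passed the filter on genes and mitochondrial UMIs, and 36661 cells remained after removal of predicted doublets. Clustering gave 11 clusters, which became 23 clusters and sub-clusters. Classes were rebuilt here from these clusters and are called "like" the cell type whose markers they showed. Of the 36661 cells, 32074 were named and 4587 (12.5%) stayed unnamed, of which 4453 lay in library 5. The named cells comprised luminal, basal and club or hillock epithelial-like cells, fibroblast-like cells, smooth muscle or pericyte-like cells, endothelial-like cells, macrophage or monocyte-like cells (called macrophage-like below), T, NK, B and plasma cell-like cells, and mast cell-like cells. Epithelial-like cells made up 52.7% ± 21.2 of cells (SD, n = 5) and endothelial-like cells 4.73% ± 1.43. Fibroblast-like cells made up 3.64% ± 1.60. The unnamed cells were part of the total for each share. At a resolution of 0.5, 43.4% of those in library 5 became luminal epithelial-like and 19.1% fibroblast-like. The same resolution raised the unnamed cells of libraries 1 to 4 from 134 to 1943. The epithelial-like and fibroblast-like shares thus depend on the resolution.

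The first question was how much of the tissue was immune. Immune-like cells made up 20.8% ± 10.3 of cells (SD, n = 5). The share was lowest in library 1 at 9.56% (95% exact binomial interval 8.91 to 10.2) and highest in library 2 at 37.4% (36.2 to 38.7). The intervals cover counting error only. The alternative that moved the mean most was a looser cell filter of at least 200 genes, which gave 26.0% ± 12.4. Macrophage-like cells made up 10.5% ± 6.13 of cells and T cell-like cells 5.32% ± 3.08, from 3605 and 1900 cells in all. Under the looser filter, macrophage-like clusters held 3957 and 432 cells, and T cell-like sub-clusters held 2960, 1220 and 127. The balance of these 2 classes thus depended on the filter. The unnamed cells were kept in the denominator, which in library 5 included 47.2% of cells.

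The antibody tags gave a check on the RNA-based classes from a separate measurement in the same cells. Values are the log2 ratio of the mean tag count per cell in the class over that in all other cells, as mean ± SD over the libraries. The CD3 tag was higher in T cell-like cells by 3.97 ± 0.43 (n = 4), the CD11b tag in macrophage-like cells by 3.37 ± 0.86, the CD326 (EpCAM) tag in epithelial-like cells by 4.16 ± 0.58, the CD31 tag in endothelial-like cells by 4.58 ± 0.44 and the CD45 tag in immune-like cells by 4.71 ± 0.64. The CD8a tag was higher in T cell-like cells by 0.80 ± 0.11. The CD4 tag differed by 0.28 ± 0.33, and without library 4 the mean was 0.11. On a centred log-ratio scale per cell the CD4 difference was 0.03, which did not exceed the spread between libraries. Each of these tags was higher in the matched class in 4 of 4 libraries. The two-sided exact sign-flip permutation test gave p = 0.125 for each of these tags (0.143 after Benjamini-Hochberg adjustment over the 8 tags tested), which is the smallest value that 4 libraries allow.

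The study asked which cells of BPH tissue carry transcripts of the cytokine TNF and of its receptors 1 and 2, encoded by TNFRSF1A and TNFRSF1B. TNF (ENSG00000232810) lies on chromosome 6 at positions 31575565 to 31578336 of GRCh38. TNFRSF1A (ENSG00000067182) lies on chromosome 12 at 6328757 to 6342114 and TNFRSF1B (ENSG00000028137) on chromosome 1 at 12166991 to 12209228. The leukocyte gene PTPRC (ENSG00000081237) lies on chromosome 1 at 198638457 to 198757476 and the macrophage gene CD68 (ENSG00000129226) on chromosome 17 at 7579491 to 7582111. All 5 are protein-coding, and each count is a total per gene. All deposited barcodes together held 10148 UMIs of TNF, 56996 of TNFRSF1A and 14907 of TNFRSF1B. In single libraries the totals ranged from 751 to 2897 for TNF, from 7574 to 18379 for TNFRSF1A and from 1151 to 5043 for TNFRSF1B.

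Raw UMI counts were summed per library and class, and the sums were compared by edgeR's quasi-likelihood test with the library as a block and Benjamini-Hochberg adjustment over all genes tested. TNF was higher in immune-like than in named non-immune cells, at 109 ± 20.5 against 2.36 ± 1.16 CPM (UMI counts scaled to the same total in every sum, SD, n = 5). The log2 fold change was 5.94 (SE 0.316, adjusted p = 1.25e-06), and TNF was higher in the immune-like cells of 5 of 5 libraries. The alternative that moved this value most was the retention of predicted doublets, which gave 5.51. TNFRSF1B was also higher in immune-like cells, at 142 ± 60.7 against 7.96 ± 2.29 CPM. Its log2 fold change was 4.39 (SE 0.243, adjusted p = 1.42e-06), with the same direction in 5 of 5 libraries. TNFRSF1A showed the opposite direction, at 46.7 ± 7.48 CPM in immune-like and 96.0 ± 16.4 CPM in non-immune cells. Its log2 fold change was -0.76 (SE 0.134, adjusted p = 0.00101), and it was lower in the immune-like cells of 5 of 5 libraries. The median of all genes in this comparison was -0.02. PTPRC and CD68 were higher in immune-like cells, with log2 fold changes of 8.20 (SE 0.599) and 5.62 (SE 0.244).

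**Figure D1:**
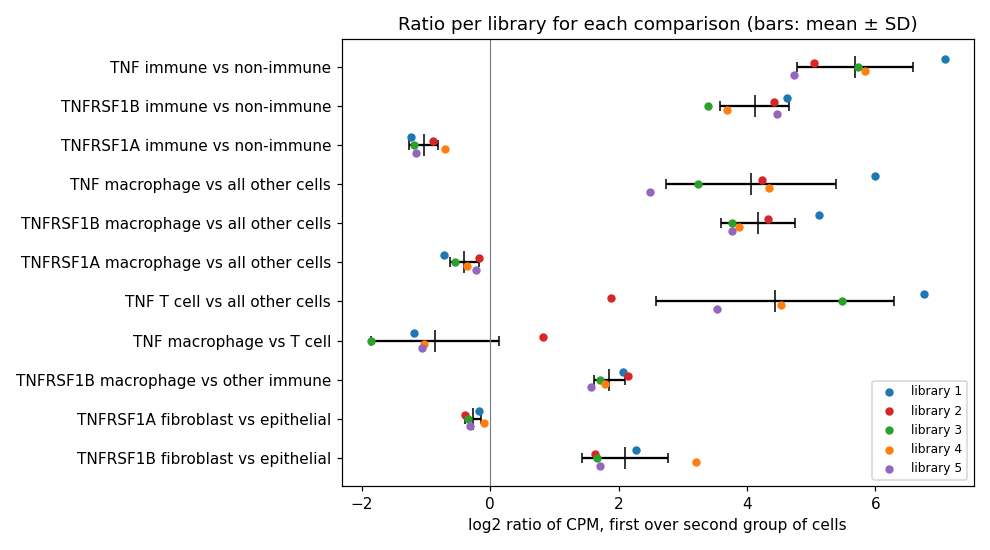
The horizontal axis gives the log2 ratio of CPM, first over second group of cells, and each row is 1 comparison. Points are the 5 libraries, and the vertical tick and bar are their mean and SD; these ratios are not scaled by TMM, so the means differ from the fitted log2 fold changes. TNF was above 0 in 5 of 5 libraries for immune-like over non-immune cells, and above 0 in 1 of 5 for macrophage-like over T cell-like cells.

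Macrophage-like cells were then set against all other cells, as the study did for its clusters. TNF was higher in macrophage-like cells, at 106 ± 24.4 against 7.84 ± 5.71 CPM (log2 fold change 4.20, SE 0.453, adjusted p = 4.51e-05 by edgeR). Sums from cells thinned to 2000 UMIs gave 2.71, which was the largest move among the alternatives. TNFRSF1B was higher as well, at 202 ± 88.3 against 11.7 ± 6.09 CPM (log2 fold change 4.33, SE 0.233, adjusted p = 7.07e-07 by edgeR). Both genes were higher in macrophage-like cells in 5 of 5 libraries. TNFRSF1A did not differ past the threshold, with a log2 fold change of -0.23 (SE 0.165, adjusted p = 0.244 by edgeR). Its log2 CPM ratio was nevertheless below 0 in 5 of 5 libraries. The median of all genes in this comparison was -0.11, against which the fitted difference was small. The study described raised TNFRSF1A in macrophages among sorted leukocytes, a set without most non-immune cells. Here macrophage-like cells held 68.4 ± 11.9 CPM of TNFRSF1A. The level was 26.2 ± 15.5 in T, 30.3 ± 3.45 in NK, 3.97 ± 4.38 in B and 4.51 ± 5.34 CPM in mast cell-like cells. TNFRSF1A was not tested within the immune-like cells. Within the immune-like cells, TNFRSF1B was higher in macrophage-like cells than in the other immune-like cells, at 202 against 55.7 ± 24.7 CPM. The log2 fold change was 1.63 (SE 0.147, adjusted p = 2.76e-06 by edgeR), with the same direction in 5 of 5 libraries.

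T cells were the other candidate source of TNF. T cell-like cells held 217 ± 113 CPM of TNF against 10.7 ± 6.91 CPM in all other cells (log2 fold change 4.85, SE 0.898, adjusted p = 0.00952 by edgeR), with the same direction in 5 of 5 libraries. The median of all genes in this comparison was -0.25. When the 2 classes were set against each other, TNF was lower in macrophage-like than in T cell-like cells, with a log2 fold change of -1.09 (SE 0.371, adjusted p = 0.0359 by edgeR). This difference did not hold up across libraries. It had the opposite direction in library 2, with a log2 CPM ratio of 0.82, and it was no longer past the threshold when library 1, 3, 4 or 5 was left out, with values from -1.07 to -0.80 and adjusted p between 0.0791 and 0.0989. Without library 2 the value was -1.51. Per cell, the mean was 0.797 ± 0.123 TNF UMIs in macrophage-like cells and 0.920 ± 0.448 in T cell-like cells, which differed by less than the spread between libraries. Of all TNF UMIs in the analysed cells, 48.1% ± 16.7 (SD, n = 5) lay in macrophage-like cells and 26.1% ± 13.6 in T cell-like cells. The order was reversed in library 3, with 30.9% in macrophage-like and 45.5% in T cell-like cells, and in library 5 the unnamed cells held 20.9%. Together these classes held 74.2% ± 7.22.

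Shares of cells with at least 1 UMI were compared after each cell was thinned to 2000 UMIs, which left out 510 cells (1.39%) with fewer UMIs. The share of cells with a TNF UMI was 20.3% ± 6.73 of T cell-like cells (SD, n = 5; 26.8% ± 7.48 before thinning) and 9.63% ± 1.12 of macrophage-like cells (19.0% ± 1.63 before thinning). It was 16.7% ± 5.78 of B cell-like cells (27.3% ± 8.21 before thinning) and 11.6% ± 3.44 of NK cell-like cells (16.6% ± 3.74), in the 4 libraries with enough of these cells. Luminal epithelial-like cells, the class with the lowest shares, were taken as the background for TNF and TNFRSF1B, with 0.119% ± 0.113 and 0.0967% ± 0.110 of cells. Median depths before thinning were 3995 UMIs in T cell-like, 7077 in macrophage-like and 23973 in luminal epithelial-like cells. TNF was found in 0.195% ± 0.181 of fibroblast-like cells (0.693% ± 0.571 before thinning), which did not exceed that background by more than the spread. No TNF UMI remained after thinning in 181 fibroblast-like cells of library 3 or in 160 of library 4, which allows shares of up to 1.66% and 1.88%. A TNFRSF1B UMI was found in 28.2% ± 7.07 of macrophage-like cells (57.5% ± 7.58 before thinning), 16.3% ± 7.94 of T cell-like cells (28.6% ± 10.8) and 10.4% ± 3.31 of endothelial-like cells (42.3% ± 13.7).

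**Figure D2:**
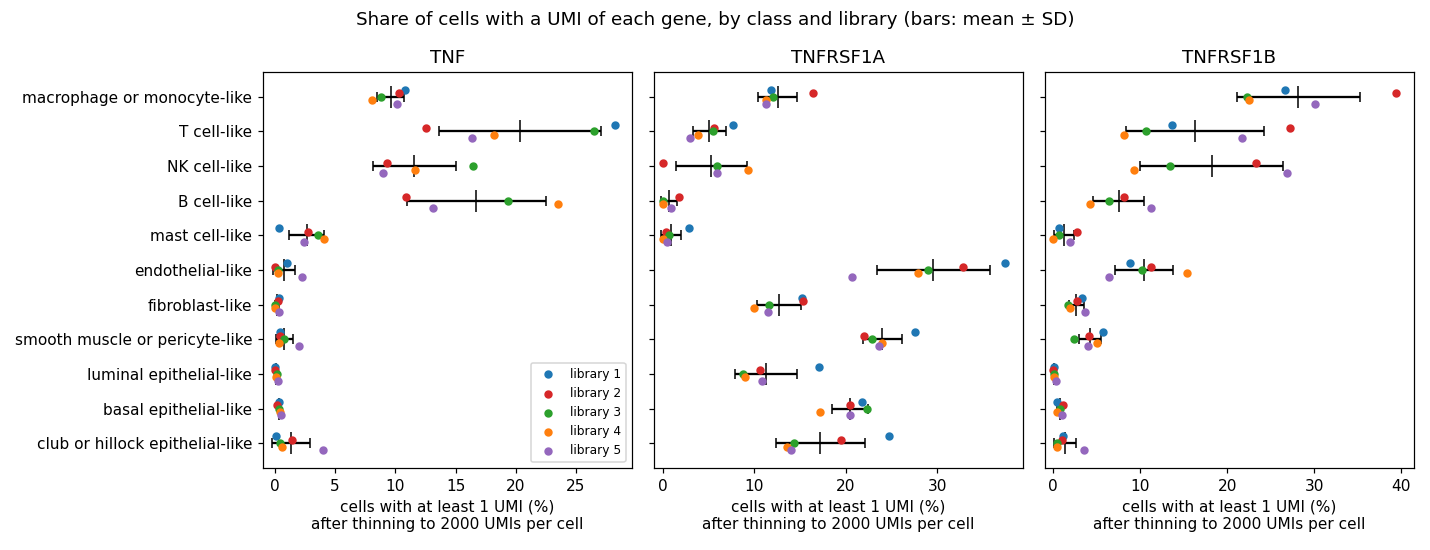
The horizontal axes give the percent of cells with at least 1 UMI after thinning to 2000 UMIs per cell, for TNF, TNFRSF1A and TNFRSF1B. Rows are the rebuilt classes, points are libraries, and the vertical tick and bar are their mean and SD; TNF was highest in T cell-like cells at 20.3%, TNFRSF1A in endothelial-like cells at 29.6% and TNFRSF1B in macrophage-like cells at 28.2%.

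TNFRSF1A was detected in all libraries and in most classes. Its UMIs were found in 29.6% ± 6.21 of endothelial-like cells after thinning (73.7% ± 20.7 before), 24.0% ± 2.11 of smooth muscle or pericyte-like cells (63.3% ± 9.33), 20.4% ± 1.97 of basal epithelial-like cells (66.0% ± 6.85), 12.7% ± 2.41 of fibroblast-like cells (45.8% ± 6.39) and 12.5% ± 2.16 of macrophage-like cells (33.8% ± 5.11). Mast cell-like cells, which had the lowest share of the classes with 5 libraries, were taken as the background, with 0.890% ± 1.13 of cells and a median depth of 5221 UMIs, against 10901 in endothelial-like, 9737 in fibroblast-like and 7077 in macrophage-like cells. The CPM had the same order, at 199 ± 44.3 in endothelial-like, 147 ± 28.6 in smooth muscle or pericyte-like, 113 ± 18.6 in basal epithelial-like, 71.8 ± 17.2 in fibroblast-like, 68.4 ± 11.9 in macrophage-like and 4.51 ± 5.34 in mast cell-like cells.

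The 10 classes other than macrophage-like cells that had at least 20 cells in 4 or more libraries were also set against all other cells for the 5 study genes. TNFRSF1B was higher in T cell-like cells (log2 fold change 2.72, SE 0.244) and also in endothelial-like cells, at 58.8 ± 11.6 CPM (log2 fold change 1.89, SE 0.516, adjusted p = 0.0164 by edgeR). The median of all genes in the endothelial comparison was -0.16. Endothelial-like cells also had higher TNFRSF1A, with a log2 fold change of 1.36 (SE 0.118, adjusted p = 7.07e-05 by edgeR). NK cell-like cells held 111 ± 41.6 CPM of TNF and B cell-like cells 109 ± 51.3 CPM (SD, n = 4), from 99 and 179 UMIs in all. The fits of these classes gave adjusted p-values down to 9.49e-54, against 9.22e-09 in the other classes. The cause was not tested, so these p-values are not used as evidence and levels alone are given. Over these 10 classes, 47 of the 50 pairs of class and gene passed the threshold, and 48 when adjusted over the list alone. Without NK and B cell-like cells, 38 of 40 pairs passed.

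Because the study treated fibroblast and epithelial cultures with TNF, receptor transcripts of these classes were set against each other. TNFRSF1B was higher in fibroblast-like than in epithelial-like cells, at 11.9 ± 2.90 against 2.97 ± 1.38 CPM (log2 fold change 1.84, SE 0.260, adjusted p = 0.000253 by edgeR). TNFRSF1A was lower in fibroblast-like cells, at 71.8 ± 17.2 against 86.2 ± 20.2 CPM (log2 fold change -0.51, SE 0.105, adjusted p = 0.00259 by edgeR). Both had the same direction in 5 of 5 libraries, and the median of all genes was -0.06. The direction for TNFRSF1A did not hold for each epithelial class: luminal epithelial-like cells held 63.2 ± 19.3 CPM, less than fibroblast-like cells in 5 of 5 libraries, against 113 ± 18.6 CPM in basal and 100 ± 22.8 CPM in club or hillock epithelial-like cells. Of a list of 50 TNF signalling genes fixed before the data were examined, 49 could be tested. Of these, 30 passed the threshold over all genes, with 9 higher and 21 lower in fibroblast-like cells, and 30 passed when adjusted over the list alone. The share past the threshold was 61.2% of the listed genes and 59.8% of all 15402 genes, so the count does not set the list apart. The list count moved most without the library block, to 22 genes.

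Of the listed genes past the threshold, 9 higher and 14 lower genes moved the same way in every library. The largest increases in fibroblast-like cells were those of VCAM1 (log2 fold change 4.55, SE 0.373) and IL6 (4.47, SE 0.440), followed by CSF1 (2.07, SE 0.252), TNFRSF1B and MAPK14 (1.33, SE 0.129). VCAM1 had a mean of 87.1 CPM in fibroblast-like and 2.86 CPM in epithelial-like cells. The largest decreases were those of MMP3 (-5.89, SE 0.602), EDN1 (-5.10, SE 0.323), CXCL10 (-3.60, SE 0.658), CXCL8 (-3.37, SE 0.535) and CXCL3 (-2.99, SE 0.366). MMP3 had only 8.27 CPM in epithelial-like and 0.184 CPM in fibroblast-like cells, and 11 of its 13 alternatives passed the threshold. The adjusted p-values of these genes by edgeR ranged from 5.00e-06 for EDN1 to 0.00246 for CXCL10.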

Values the study reported

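The study evaluated unsorted cells of 5 BPH tissues taken at simple prostatectomy. It aimed for 10,000 cells per sample and a depth of 50,000 reads per cell. Cells with fewer than 1,000 or more than 10,000 genes, or with over 22% mitochondrial reads, were discarded, and clusters were built with K = 30, the first 30 principal components and a resolution of 0.2.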

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

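The patterns below were known when the tests in this part were chosen, and the test of cluster resolution was written down only after its own outcome had been seen. A library is listed as standing apart when its gap to the nearest other library, over the whole range, exceeded Dixon's 95% critical value. In all, 54 groups of values were tested and 6 stood apart, against 2.7 expected by chance at 1 in 20. The design has 1 group, so no biological explanation was tested for any of these patterns.

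Library 5 held 22486 barcodes, against 10090 to 13132 in the others. More permissive cell calling is one possible explanation, since library 5 was made with another Cell Ranger version. Its shallowest barcode had 1224 UMIs, against 500 in libraries 1 to 4. At a common minimum of 1224 UMIs the gap of library 5 was 0.778 of the range, but that minimum is its own and could remove none of its barcodes, so the test decides nothing. Cell calling, a heavier cell load and other differences of this library cannot be told apart, since library 5 alone had its Cell Ranger version.

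Library 5 also held the unnamed cells, at 47.2% of its cells (95% exact interval 46.2 to 48.2) against 0.0316% to 1.19% in the others. Low depth and a coarse cluster resolution are candidate explanations, and the values of both tests went with them. The median UMI count of the unnamed cells was 0.380 of that of the named cells in library 5 (2602 against 6852). Low depth alone did not leave cells unnamed, since 2 sub-clusters found mostly in library 5, with medians of 2783 and 3179 UMIs, were named. At a resolution of 0.5, 86.0% of these cells fell in named classes, with 43.4% luminal epithelial-like, 19.1% fibroblast-like, 11.5% macrophage-like and 11.5% club or hillock epithelial-like. The same resolution raised the unnamed cells of libraries 1 to 4 from 134 to 1943, and library 2 then had 641 unnamed of 5823 cells against 849 of 9438 in library 5. Finer clusters thus named more cells of library 5 and fewer of each other library. The share of each class given for library 5, immune-like cells included, is therefore a value for named cells over all cells.

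NK cell-like cells were least frequent in library 1, at 0.119% of cells (9 cells, 95% exact interval 0.0543 to 0.225), against 0.695% to 0.908% in the others. A lower share of immune-like cells in that library may account for the gap. Among immune-like cells the share was 1.24% in library 1 and 2.02% to 4.31% in the others, and the gap fell to 0.253 of the range, so that library 1 no longer stood apart. Plasma cell-like cells were most frequent in library 2, at 0.550% of cells (32 cells, 0.376 to 0.775), against 0 of 7584 cells in library 1 (95% exact interval up to 0.0486%) and up to 0.126% in the others. Library 2 also had the highest share of immune-like cells. Among immune-like cells the gap of library 2 was 0.530 of the range, which no longer stood apart, although library 2 was still highest at 1.47%. The pattern depended on the cell filter. With at least 200 genes, the plasma cell-like cluster held 470 of 17605 cells of library 5 and 40 of 7057 cells of library 2. Library 2 was then no longer highest.

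A TNFRSF1A UMI was found after thinning in 16.4% of the macrophage-like cells of library 2 (95% exact interval 14.3 to 18.6), against 11.2% to 12.0% in the other libraries. A difference of the whole library would raise the share in most classes. Library 2 was highest in 1 of the 8 other classes with 5 libraries, which argues against it. Depth was equal by thinning. A difference between the tissues, or in the makeup of the macrophage-like class, stays open and was not tested.

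The CD4 tag had a log2 ratio of 0.77 between T cell-like and all other cells in library 4, against 0.09 to 0.14 in libraries 1 to 3. Binding of the CD4 antibody to macrophage-like cells was tested as a candidate cause. Without macrophage-like cells among the other cells the ratio was 0.89 in library 4 and 0.12 to 0.22 in the others, with a gap of 0.871 of the range, so that library 4 still stood apart. The mean CD4 tag count in T cell-like cells was 22.4 in library 4 and 6.66 to 18.9 in libraries 1 to 3, which were close to the counts of their other cells, at 6.14 to 16.9. A weaker CD4 stain in those libraries stays open.

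Matched classes were tested for 8 of the 18 tags. The remaining 10 tags also differed between classes. Values are the mean log2 ratio over 4 libraries in the class with the highest ratio, and there were no control samples to set them against. FRB reached 5.63 in macrophage-like cells, and CD86 1.99, CD206 1.72 and CD163 0.62 in the same class. CD90 reached 5.47 and CD140a 0.60 in smooth muscle or pericyte-like cells, Podoplanin 1.93 in basal epithelial-like cells and CD279 0.52 in T cell-like cells. CD335 reached 0.55 in luminal and CD56 0.27 in club or hillock epithelial-like cells, although CD56 was higher in only 2 of 4 libraries. A higher total tag count per cell is a candidate explanation for small ratios. On a centred log-ratio scale, which removes the total, 6 of the 8 tags other than CD335 and CD56 stayed above 0 in all 4 libraries, which argues against it for most of them. CD163 fell to -0.09 and CD206 was above 0 in 3 of 4 libraries. CD335 and CD56 kept differences of only 0.12 and 0.08, which were above 0 in 4 of 4 libraries, so total counts did not account for all of them, while unspecific binding of these antibodies was not tested.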

How the results depend on the processing

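The alternatives were chosen before the data were examined, except that counting unnamed cells as non-immune was added afterwards. The counts of other splits were chosen after the results were seen. The 11 log2 fold changes gave 157 values under the alternatives, of which 153 kept their direction and their side of the threshold, 4 lost significance and 0 reversed. The 4 all concern TNF in macrophage-like against T cell-like cells. Leaving out 1 library at a time gave -1.51 to -0.80 for this comparison, and it was no longer past the threshold without library 1, 3, 4 or 5; adjusted p over all its alternatives ranged from 3.04e-06 to 0.0989. The 4 fits had 1 library fewer, and library 2 alone had the opposite direction; without it the value was -1.51.

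Under all alternatives, TNF in immune-like against non-immune cells ranged from 5.51 to 6.13, TNFRSF1B from 4.03 to 4.59 and TNFRSF1A from -1.04 to -0.68. Counting unnamed cells as non-immune gave 5.72, 4.24 and -0.74. In macrophage-like against all other cells, TNF ranged from 2.71 to 4.55, TNFRSF1B from 3.72 to 4.47 and TNFRSF1A, never past the threshold, from -0.36 to -0.12. TNF in T cell-like cells ranged from 3.95 to 5.42. The fit without the library block changed no call of these comparisons, and it gave 22 genes of the TNF signalling list in place of 30. The list count was 22 to 31 under all alternatives and 25 to 28 when 1 library was left out. The count of class and gene pairs was 40 to 47 where 50 pairs were tested, lowest without the library block. Without library 1 it was 37 of 40 pairs. The mean immune share was 16.6% to 26.0%. The 71 values of the tags kept their direction, but no tag test can pass the threshold with 4 libraries, so that their p-values say nothing about stability.

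Shares of cells with a UMI moved with depth by construction. Of 165 alternative values 28 moved by more than the spread between libraries. Thinning to 1000 UMIs gave, for macrophage-like cells, 6.01% for TNF, 6.55% for TNFRSF1A and 17.5% for TNFRSF1B; for T cell-like cells, 11.7% for TNF and 3.20% for TNFRSF1A; for endothelial-like cells, 17.0% for TNFRSF1A and 5.69% for TNFRSF1B; for fibroblast-like cells, 6.54% for TNFRSF1A and 1.38% for TNFRSF1B; and for epithelial-like cells, 8.90% for TNFRSF1A. Without thinning the values were 19.0%, 33.8% and 57.5% for TNF, TNFRSF1A and TNFRSF1B in macrophage-like cells, 9.83% for TNFRSF1A and 28.6% for TNFRSF1B in T cell-like cells, and 2.35%, 73.7% and 42.3% for TNF, TNFRSF1A and TNFRSF1B in endothelial-like cells. They were 0.693%, 45.8% and 10.5% in fibroblast-like cells and 2.22%, 67.4% and 4.40% in epithelial-like cells, in the same order. The share of fibroblast-like cells with a TNF UMI also moved to 0.493% with the filter at 200 genes, 0.743% with no filter, 0.407% with doublets kept and 0.564% at a resolution of 0.5, and the cause was not tested.

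Other splits of the 10 sums of each comparison into 5 and 5 were drawn, 50 of 126 with the real split among them, to test whether a chance split gives as much. For TNF, TNFRSF1B and TNFRSF1A in immune-like against non-immune cells, TNF and TNFRSF1B in macrophage-like cells, TNF in T cell-like cells, TNFRSF1B in macrophage-like against other immune-like cells, both receptors in fibroblast-like against epithelial-like cells and the TNF signalling count, 1 of 50 splits, the real one, was as extreme. For the TNF signalling count this shows only that the classes differ, since 59.8% of all genes passed the threshold there against 61.2% of the listed genes. For TNFRSF1A in macrophage-like cells it was 8 of 50, and for TNF in macrophage-like against T cell-like cells 2 of 50. Because the sums are paired by library, the 16 swaps of sides within libraries are the closer comparison. There 3 of 16 were as extreme for TNFRSF1A in macrophage-like cells, 2 of 16 for TNF in macrophage-like against T cell-like cells, and 1 of 16, the real one and the smallest share this can give, for each of the others.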

Other observations

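The test of TNFRSF1A against free RNA and the comparison with CD68 and PTPRC were chosen after their values were seen, and the other tests in this part were written down before their outcomes were known.

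TNFRSF1A had the most UMIs of the 3 TNF genes in these counts, at 56996. The study's text described no detectable transcripts of this gene in these tissues. Library 5, the only matrix made with the Cell Ranger version of the study's methods, held 7574 of these UMIs. Free RNA in droplets is a candidate explanation for such UMIs, and it would give all classes a like low level. Among the 8 classes with at least 10 UMIs of TNFRSF1A in every library, its CPM was highest in endothelial-like and lowest in T cell-like cells, by 5.08-fold (library 1) to 10.9-fold (library 5). This argues against free RNA as the source of the differences. The classes here were rebuilt, and the reason for the difference from the study was not tested.

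The study's text also described raised TNFRSF1B only in immune cells, while endothelial-like cells held more TNFRSF1B than all other cells here. RNA from macrophages would bring their other abundant transcripts along. The CPM of TNFRSF1B in endothelial-like cells was 17.4% to 55.4% of that in macrophage-like cells, and the highest of 6 macrophage transcripts (C1QA, C1QB, C1QC, LYZ, TYROBP and AIF1) reached 0.101% to 3.08%. The ratio of the first to the second was at least 5.63 in each library, which argues against RNA from macrophages as the whole source. In fibroblast-like cells TNFRSF1B was 4.36% to 9.05% of the level in macrophage-like cells, at least 7.58 times the highest of these 6 transcripts. CD68 and PTPRC were not among the 6 and came closer to TNFRSF1B. In endothelial-like cells of library 5 they reached 4.19% and 9.73% of the level in macrophage-like cells, and TNFRSF1B was 1.78 times the higher of them, against 7.92 to 64.0 times in libraries 1 to 4. In fibroblast-like cells TNFRSF1B was 1.38 (library 2) to 6.75 times (library 4) the higher of them. Both are also found in classes other than macrophage-like cells, and RNA from other immune cells was not tested. Whether these UMIs reflect expression of the receptor protein was not tested.

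TNF UMIs were also found in club or hillock epithelial-like cells, at 6.36 ± 4.83 CPM (SD, n = 5). Whether RNA from immune cells may explain them cannot be told apart from expression with these data. The ratio of TNF carry-over to that of the highest marker was 0.153 in library 3 and 1.72 to 4.15 in the others, and the highest marker in library 3 reached 27.5% of the immune level, so that a marker can also be expressed by these epithelial-like cells.

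Tissue dissociation can switch on stress genes, and TNF may be among them. In macrophage-like cells with a TNF UMI, the summed UMIs of a list of 22 dissociation genes, fixed before the data were examined and all found in the counts, were higher than in those without by a mean log2 ratio of 0.55 ± 0.28 (SD, n = 5), positive in 5 of 5 libraries. In T cell-like cells the ratio was 0.48 ± 0.27, also positive in 5 of 5 libraries, although it was only 0.02 in library 4. The two-sided exact sign-flip permutation test gave p = 0.0625 for each, which is the smallest value 5 libraries allow and above the threshold. The direction is consistent with a contribution of dissociation to TNF, but activation of the cells within the tissue would raise the same early response genes, and these data do not separate these explanations.

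In library 5, PTPRC UMIs were found after thinning in 14.1% of endothelial-like, 9.57% of club or hillock epithelial-like and 8.88% of smooth muscle or pericyte-like cells. In libraries 1 to 4 these shares were 0.223% to 0.767% of endothelial-like and 0.251% to 1.38% of smooth muscle or pericyte-like cells. In club or hillock epithelial-like cells they were 0.223% to 0.392% in libraries 1 to 3 and 0 of 687 cells in library 4, which allows up to 0.437%.

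All 5 libraries held more barcodes, from 10090 to 22486, than the number of cells per sample the study aimed for.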
